# Long Noncoding RNA *HITTERS* Protects Oral Squamous Cell Carcinoma Cells from Endoplasmic Reticulum Stress‐Induced Apoptosis via Promoting MRE11‐RAD50‐NBS1 Complex Formation

**DOI:** 10.1002/advs.202002747

**Published:** 2020-10-04

**Authors:** Chenzhou Wu, Wen Chen, Fanyuan Yu, Yihang Yuan, Yafei Chen, Douglas R. Hurst, Yi Li, Longjiang Li, Zhe Liu

**Keywords:** apoptosis, DNA damage response, endoplasmic reticulum stress, long noncoding RNA, oral squamous cell carcinoma

## Abstract

Recent studies have proven that long noncoding RNAs (lncRNAs) exhibit regulatory functions of both DNA damage response (DDR) and endoplasmic reticulum (ER) stress. Herein, ER stress‐induced lncRNA transcriptomic changes are reported in human oral squamous cell carcinoma (OSCC) cells and a novel lncRNA *HITTERS* (***H*** *ERPUD1* **i**n**t**ronic **t**ranscript of **ER s**tress) is identified as the most significantly upregulated lncRNA. It is shown that *HITTERS* is a nucleus‐located lncRNA including two transcript variants. *HITTERS* lacks an independent promoter but shares the same promoter with *HERPUD1*. *HITTERS* is transcriptionally regulated by *Activating Transcription Factor (ATF) 6*, *ATF4*, *X‐Box Binding Protein 1 (XBP1)*, and DNA methylation. In human OSCC tissues, *HITTERS* is significantly correlated with OSCC clinicopathological features and prognosis. Gain‐ and loss‐of‐function studies reveal that *HITTERS* promotes OSCC proliferation and invasion via influencing the expression of growth factor receptors and the downstream pathways. Once ER stress is triggered, *HITTERS* significantly attenuates ER stress‐induced apoptosis both in vivo and in vitro. Mechanically, *HITTERS* functions as RNA scaffold to promote MRE11‐RAD50‐NBS1 complex formation in the repair of ER stress‐induced DNA damage. To sum up, this study presents a novel lncRNA, namely *HITTERS*, which links ER stress and DDR together in OSCC.

## 1 Introduction

The status of solid cancers, including oral squamous cell carcinoma (OSCC), inextricably links to stressful microenvironments such as hypoxia and lack of glucose or other nutrients.^[^ ^1^ ^]^ In response to endoplasmic reticulum (ER) stress, cells will activate unfolded protein response (UPR). Once the misfolded proteins are accumulated in ER lumen, the chaperone binding‐immunoglobulin protein (BIP) departs from the UPR sensors and activates three major UPR pathways that are IRE1*α*‐XBP1 pathway, Activating Transcription Factor (ATF) 6*α* pathway, and PRKR‐like ER kinase‐EIF2*α*‐ATF4 pathway. These UPR pathways govern various cellular events depending on the severity and duration of the stress. These cellular events include manipulation of gene transcription and translation, mRNA decay, inhibition of global protein synthesis, promotion of unfolded proteins degradation, and finally recovery of homeostasis or initiation of apoptosis.^[^ ^2^ ^]^

Evidence has indicated that DNA damage response (DDR) is crucial in OSCC carcinogenesis and treatment. Specifically, genes involved in DDR, such as *TP53*, *Ataxia Telangiectasia Mutated (ATM)*, and *Ataxia Telangiectasia And Rad3‐Related Protein (ATR)*, are frequently mutated in both OSCC tissues and patient‐derived OSCC tumoroids.^[^ ^3^ ^]^ Adjuvant chemoradiotherapy which triggers DDR is a routine treatment for OSCC patients.^[^ ^4^ ^]^ It is well established that ER stress is closely related to cancer cell proliferation, apoptosis, angiogenesis, and metastasis.^[^ ^1^ ^]^ However, little is known about the role of ER stress in DDR.

Long noncoding RNAs (lncRNAs) are a class of RNAs whose sequences are longer than 200 nucleotides and lack protein‐coding potential.^[^ ^5^ ^]^ LncRNAs regulate numerous cell activities in cancer via chromatin modification, transcriptional regulation, and post‐transcriptional regulation.^[^ ^6^ ^]^ Recent studies have proved that lncRNAs participated positively in DDR by sensing DNA damage, transducing damage signals, repairing damaged DNA, activating cell cycle checkpoints, and inducing apoptosis.^[^ ^7^ ^]^ Besides, researchers have discovered several lncRNAs that could regulate ER stress and UPR.^[^ ^8^, ^9^, ^10^ ^]^ However, little is known about how ER stress and UPR affect lncRNA transcription.

Given these issues, here we for the first time report the ER stress‐induced lncRNA transcriptomic changes in human OSCC cells and identifies thousands of differentially expressed lncRNAs. It is intriguing that only ≈10% of lncRNAs are selectively upregulated under ER stress, and among these upregulated genes the *HITTERS* (***H*** *ERPUD1* **i**n**t**ronic **t**ranscript of **ER s**tress), a novel lncRNA which is located in the sixth intron of *HERPUD1*, is the most altered lncRNA.

We next show that *HITTERS* is a nucleus‐located lncRNA including two transcript variants (TVs) which lack coding ability and are extremely sensitive to ER stress. As an intronic lncRNA, *HITTERS* lacks independent promoter and shares the same promoter with *HERPUD1*. Similar to *HERPUD1*, HITTERS is transcriptionally regulated by ATF6, XBP1s, ATF4, and DNA methylation. In human OSCC tissues, *HITTERS* shows strong coexpression with *HERPUD1* and is significantly correlated with OSCC clinicopathological features and prognosis.

Finally, functional experiments show that *HITTERS* acts as an oncogene to promote OSCC proliferation and invasion via influencing the expression of growth factors receptors and the downstream pathways. Under basal condition, *HITTERS* has no impact on apoptosis; however, once ER stress is triggered, *HITTERS* significantly attenuates ER stress‐induced apoptosis. Mechanically, we find that the ER stress‐induced antiapoptosis function of *HITTERS* dose not dependent on UPR initiation or *HERPUD1* expression. Instead, it functions as RNA scaffolds to promote MRE11‐RAD50‐NBS1 (MRN) complex formation to repair ER stress‐induced DNA damage.

## 2 Results

### 2.1 Identification of ER Stress‐Related lncRNAs

So far, there is no lncRNA transcriptome analysis on the impact of ER stress in human cells. To explore this question, we treated human OSCC cell lines SCC25 and CAL27 with different concentration of tunicamycin (TM)^[^ ^11^ ^]^ and found that TM could significantly induce ER stress as determined by Western **Figure** **1**A). We then applied quantitative polymerase chain reaction (qPCR) to test the time‐course of TM induced ER stress markers and found that at the early phase (≤6 h), TM could significantly induce the expression of ER stress markers (Figure 1B).

**Figure 1:**
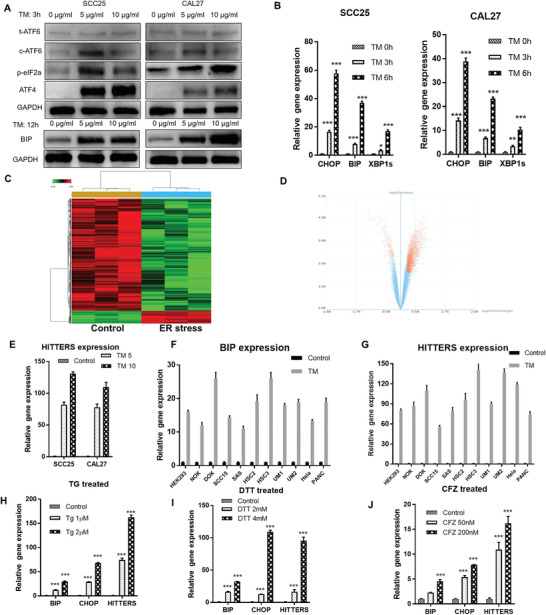
Identification of ER stress‐related lncRNAs. A) Western blot and B) qPCR confirmed that different concentrations of TM (5, 10 µg mL^−1^) or short time TM exposure could significantly induce ER stress of both SCC25 and CAL27 cells. C) Heatmap and D) volcano plot of HTA 2.0 lncRNA microarray for gene expression profiles of nontreated and TM‐treated SCC25 cells. E) qPCR confirmed the results of microarray that *HITTERS* was upregulated by treating cells with TM (5, 10 µg mL^−1^) for 6 h. F–J) qPCR showed F,G) treating different cells with TM (10 µg mL^−1^) for 6 h or H–J) treating SCC25 with different types of ER stress inducer for 6 h could upregulate both ER stress marker and *HITTERS*. The Student *t*‐test was used for analyzing the difference in (F) and (G). One‐way Analysis of Variance (ANOVA) test and Dunnett *t*‐test was used for (B), (E), and (H)–(J). For (E)–(G), all *p* < 0.001. Note: *, *P* < 0.05; **, *P* < 0.01, ***, *P* < 0.001.

Based on the above results, we used human transcriptome array 2.0 (HTA 2.0) microarray and analyzed the mRNA and lncRNA transcriptome change of TM treated SCC25 cells (5 µg mL^−1^, 6 h). 

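The arrays measured RNA of SCC25, a human tongue squamous cell carcinoma line, in 3 samples of untreated cells and 3 samples of cells exposed to TM at 5 µg mL−1 for 6 h. TM blocks N-linked glycosylation, so that unfolded proteins gather in the ER. The labels of the control samples name the vehicle DMSO (0.1%). One field of the labels of the 3 TM samples names the line SCC28, while the other fields and the paper name SCC25. The statistics section of the paper says in general that data are from 1 representative experiment of 3 independent ones, with at least 3 repetitions measured in each. Nothing says of the arrays whether the replicates came from separate cultures, so p-values measure only the spread between these samples, which may be technical.

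The deposited table gives 1 log2 value per array for each of 67528 transcript clusters, as the authors summarised and normalized them. The median value was 5.44, 5.48 and 5.39 in control 1, 2 and 3 and 5.49, 5.52 and 5.52 in TM 1, 2 and 3. The values were used as deposited, with no further normalization and no filter on dim clusters. Of these clusters 23781 carry 1 gene symbol, 1543 carry several and 42204 carry none. By the gene table of GRCh38.p14, 18215 clusters with 1 symbol are mRNAs and 2112 are lncRNAs. Control and TM were compared by limma with Benjamini-Hochberg adjustment over all clusters.

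The labels were kept as given. In the arrays labelled control 3 and TM 3, however, DDIT3, HERPUD1 and other genes of the ER stress response lay near the level of the other group. The qPCR and Western blots of the paper (Fig. 1A,B) report higher CHOP, BIP and XBP1s with TM, which does not settle the labels of these arrays. Counts are therefore given for all 6 arrays and, as a choice made after the values were seen, for the arrays of replicates 1 and 2 alone.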

1070 (695 up, 375 down) differentially expressed mRNAs were found after TM treatment (*p *< 0.05, fold change ≥1.2). 

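DDIT3, HSPA5 and other genes of the unfolded protein response were higher in the arrays labelled TM 1 and 2 than in those labelled control 1 and 2, and DDIT3 and HSPA5 lay the other way round in control 3 and TM 3. DDIT3, which encodes the transcription factor CHOP, was at 6.02, 6.01 and 9.28 on the log2 scale in control 1, 2 and 3 and at 9.04, 8.88 and 5.86 in TM 1, 2 and 3. HSPA5, which encodes the ER chaperone BIP, was at 12.39, 12.27 and 13.51 in the control arrays and at 13.42, 13.31 and 12.27 in the TM arrays. Over all 6 arrays the log2 fold change was 0.82 for DDIT3 (standard error 1.14, adjusted p = 0.706 from limma) and 0.28 for HSPA5 (standard error 0.41, adjusted p = 0.723 from limma).

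With all 6 arrays, 0 clusters passed an adjusted p of 0.05 in limma, and 13824 had an unadjusted p under 0.05. At an unadjusted p under 0.05 and a fold change of at least 1.2, 503 mRNA clusters differed, 413 higher and 90 lower with TM. After quantile normalization 142 were higher and 181 lower, and after each array was centred on its median 90 were higher and 566 lower. Without TM 3 the number was 1230, and without TM 2 it was 229. Of the gene lists set before the data were examined, the ER chaperones and folding enzymes had a camera adjusted p of 0.873 over all 6 arrays and the targets of ATF4 and CHOP one of 0.279.

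Control 3 and TM 3 were set aside because their ER stress genes lay near the level of the other group. Calls of ER stress genes and lists in the remaining arrays are therefore no independent evidence of a response to TM. In replicates 1 and 2 alone, 188 mRNA clusters rose and 60 fell at an adjusted p under 0.05 in limma, 220 and 212 with centring and 15 and 4 with the replicate number as a block. The balance also moved to 743 and 693 with trend and robust options, to 1213 and 865 in the upper part of clusters by mean, to 39 and 6 without control 1 and to 15 and 3 without control 2. Of 24 measured ER chaperones and folding enzymes 13 rose, 0 fell and 11 did not pass (18 rose when adjusted over the list alone), among them PDIA4 with a log2 fold change of 1.46, HYOU1 with 1.11 and HSPA5 with 1.04, whose call ended with the block (adjusted p = 0.0632) and without control 2 (adjusted p = 0.0800). The camera adjusted p of this list was 2.76e-11, and its adjusted p = 0.524 with an estimated correlation. Of 21 genes of ER-associated degradation, by which unfolded proteins leave the ER for the proteasome, 7 rose and 0 fell (9 rose when adjusted over the list alone), with SEL1L at 1.57 and SYVN1 at 1.39. Its adjusted p was 0.00222 from camera and adjusted p = 0.590 with an estimated correlation. Of 29 targets of ATF4 and CHOP 15 rose and 0 fell (27 rose when adjusted over the list alone), with DDIT3 at 2.94, SESN2 at 1.59 and TRIB3 at 1.57. Here the adjusted p was 6.76e-16 from camera and adjusted p = 0.430 with an estimated correlation. Of 13 sensors and transcription factors of the response 5 rose and 0 fell (6 rose when adjusted over the list alone), with XBP1 at 1.09, the kinase genes EIF2AK3 at 0.81 and ERN1 at 0.73, and ATF4 at 0.51, and ATF6 at 0.06 did not pass. The call of XBP1 also ended with the block (adjusted p = 0.0598) and without control 2 (adjusted p = 0.0676). This list had an adjusted p of 0.00113 from camera and adjusted p = 0.545 with an estimated correlation. Of 19 cytosolic aminoacyl-tRNA synthetases 4 rose and 0 fell (7 rose and 1 fell when adjusted over the list alone), with AARS1 at 1.01, at an adjusted p of 0.0478 from camera and adjusted p = 0.545 with an estimated correlation. This call also ended with the block (adjusted p = 0.0824) and without TM 1 (adjusted p = 0.292). With TM 1 or TM 2 also left out, 0 clusters passed in limma.

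**Figure D1:**
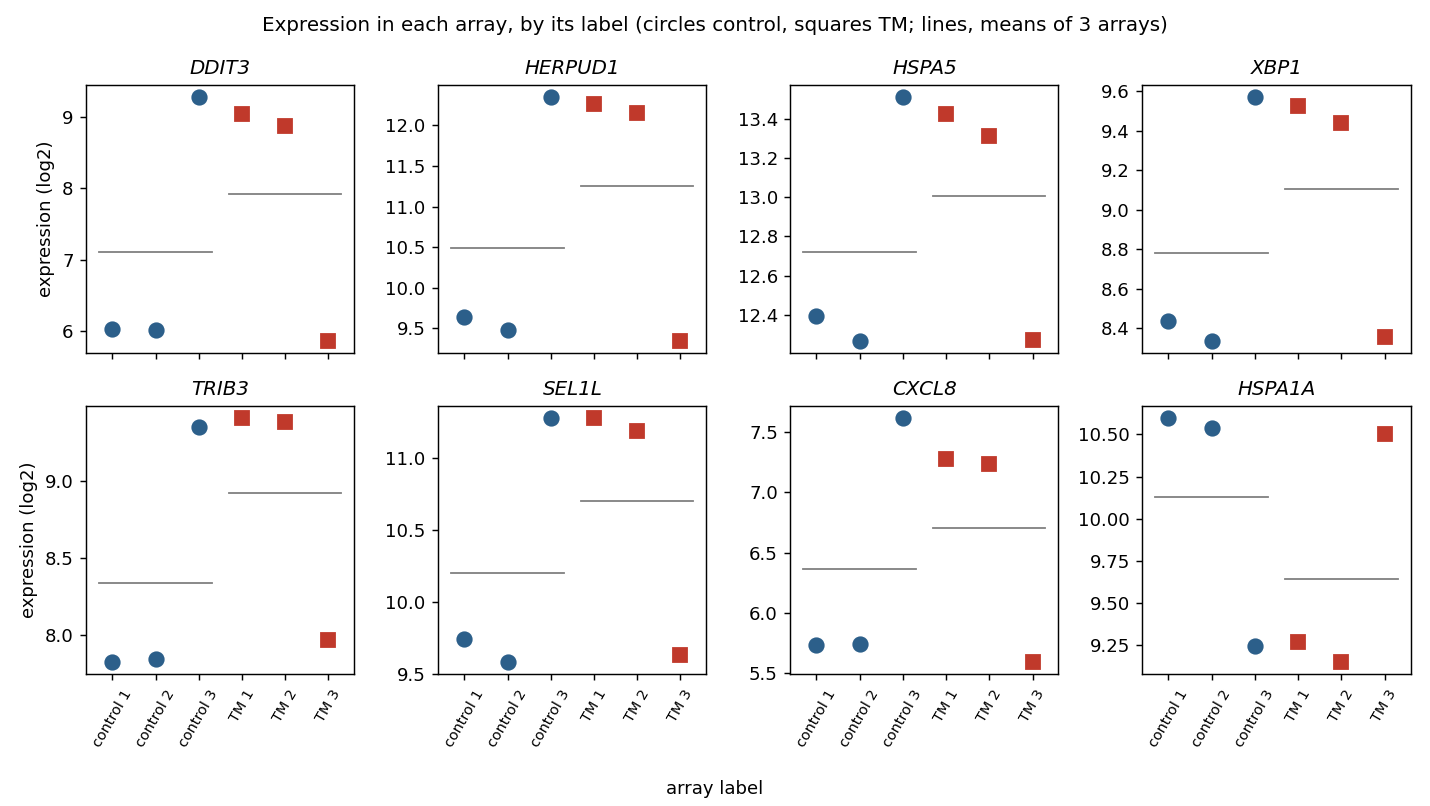
Expression on the log2 scale (vertical axes, which do not start at 0) of 8 genes in each of the 6 arrays (horizontal axes), with control arrays as circles, TM arrays as squares and the mean of the 3 arrays of each label as a line. DDIT3 in the array labelled control 3 was at 9.28, beside 9.04 and 8.88 in TM 1 and 2, and in the array labelled TM 3 it was at 5.86, beside 6.02 and 6.01 in control 1 and 2, while HSPA1A runs the opposite way.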

Both growth factor binding (GO) analysis and pathway analysis of differentially expressed mRNAs confirmed ER stress was significantly induced (Figure S1A,B, Supporting Information)

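Among the 2112 clusters whose gene symbol is that of a lncRNA, which do not include HITTERS or the clusters with no name, the one with the largest rise in replicates 1 and 2 was DNAJC3-DT, the divergent transcript of the gene of the ER co-chaperone DNAJC3. Its log2 fold change there was 1.01 (standard error 0.08, adjusted p = 0.0232 from limma), while DNAJC3 itself had one of 1.19. KCNQ1OT1, an antisense transcript of the imprinted KCNQ1 locus, fell by 0.92 (standard error 0.06, adjusted p = 0.0149 from limma). Both genes had the level of the other group in the arrays labelled control 3 and TM 3, and over all 6 arrays their log2 fold changes were 0.26 and −0.35.

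Of the lncRNA clusters, 0 passed an adjusted p of 0.05 in limma with all 6 arrays, and 396 had an unadjusted p under 0.05. Of these, 98 also had a fold change of at least 1.2, 94 higher and 4 lower with TM. After quantile normalization 36 were higher and 15 lower, and after median centring 28 were higher and 30 lower. In replicates 1 and 2 alone, 163 were higher and 47 lower at the same thresholds, 124 and 68 after quantile normalization and 116 and 79 after centring. At an adjusted p under 0.05, 6 lncRNA clusters rose there and 4 fell, with COL5A1-AS1 and EML2-AS1 among the former and KCNQ5-IT1 and E2F3-IT1 among the latter. With centring 13 rose and 8 fell, and 0 passed in limma with the replicate number as a block (DNAJC3-DT at an adjusted p of 0.0793, KCNQ1OT1 at 0.0759) or without control 2, TM 1 or TM 2. Of 16 measured members of a list of characterised lncRNAs, KCNQ1OT1 was the 1 that fell and 15 did not pass, the same with the adjustment over the list alone, and the camera adjusted p of the list was 0.192 over all 6 arrays and 0.0766 in replicates 1 and 2. A further 42204 clusters carry no gene name and were counted apart. Of them 2076 were higher and 911 lower over all 6 arrays at the same unadjusted p and fold change, 1010 and 1401 after quantile normalization and 783 and 2292 after centring. With the values as deposited, 3022 were higher and 3768 lower in replicates 1 and 2 alone.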

LncRNA expression profile indicated 2622 differentially expressed lncRNAs between TM treated and untreated cells, which consisted of 263 increased lncRNAs and 2359 decreased lncRNAs (*p *< 0.05, fold change ≥1.2; Figure 1C,D). These results indicated that at the early stage of ER stress, cells tended to repress the global lncRNA transcription, only a few lncRNAs were selectively upregulated. 

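The median lncRNA cluster was higher in each array labelled TM than in each control array. It was at 5.20, 5.22 and 5.16 on the log2 scale in control 1, 2 and 3 and at 5.27, 5.33 and 5.29 in TM 1, 2 and 3 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). The median log2 fold change of lncRNA clusters was 0.07, against 0.03 for mRNA clusters and 0.04 for clusters with no gene name. With quantile normalization it was 0.0203 for lncRNAs, 0.0186 for mRNAs and 0.00454 for clusters with no name. With each array centred on its median it was −8.33e-06 for lncRNAs, −0.04 for mRNAs and −0.03 for clusters with no name.

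The mRNAs, lncRNAs and clusters with no name had changes of similar shape by level, while pseudogenes and small noncoding clusters departed from them at some levels. When the clusters were put in 10 bins by level, in the bin with a median level of 5.80 for mRNAs the median log2 fold change was 0.12 for mRNAs, 0.09 for lncRNAs 0.08 for clusters with no name and 0.03 for pseudogenes, and in the highest bin the first 3 were at −0.03, −0.01 and −0.05. Below the median level of all clusters lay 56.3% of lncRNA clusters and 22.7% of mRNA clusters. Set against mRNA clusters of the same level, the mean lncRNA value differed by −0.0114, −0.000489 and −0.0357 in control 1, 2 and 3 and by −0.0174, −0.0220 and 0.00362 in TM 1, 2 and 3.

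From its lncRNA profile (Fig. 1C,D), the paper reasons that cells in early ER stress tended to lower lncRNA transcription as a whole and raised a small selected part.

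**Figure D2:**
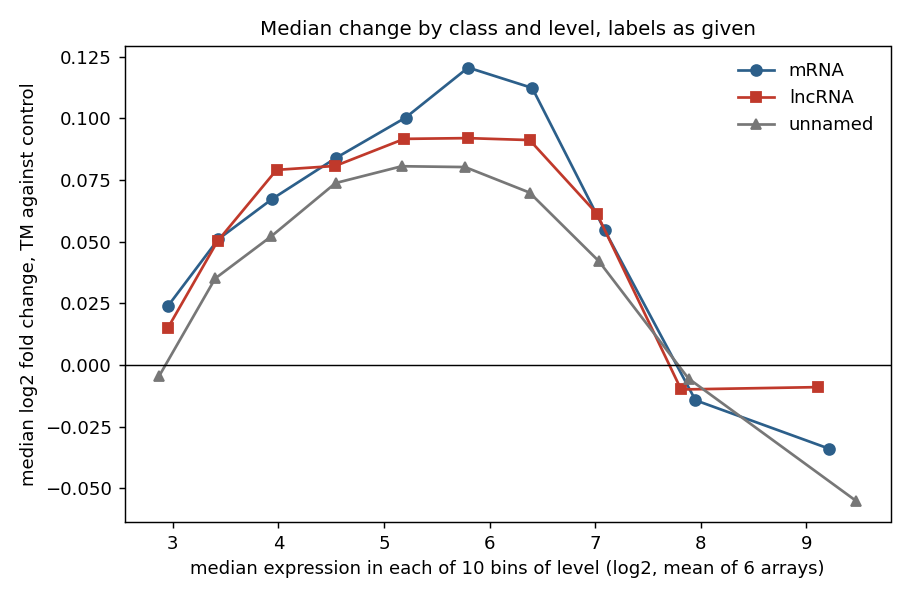
Median log2 fold change of TM against control over all 6 arrays (vertical axis) against the median expression (log2, horizontal axis) of clusters in each of 10 bins of level, for mRNAs (circles), lncRNAs (squares) and clusters with no gene name (triangles). The 3 classes follow a curve of similar shape, highest at middle levels and below 0 in the highest bin, with −0.03 for mRNAs there.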

The transcript ENST00000570210.1 was the most significantly upregulated lncRNA under TM induced ER stress, which was further confirmed by qPCR (Figure 1E). ENST00000570210.1 is located on human chromosome 16: 56941028–56941726 forward strand, corresponding to the sixth intron of *HERPUD1*.

It is well known that lncRNA could regulate gene expression in cis and *HERPUD1* was ranked as the second most significant upregulated gene in the mRNA expression profile (Figure S1C, Supporting Information). Moreover, lncRNA‐mRNA coexpression network analysis showed that ENST00000570210.1 was highly correlated with multiple ER stress‐related genes (Figure S1D,E, Supporting Information). Therefore, we focused on ENST00000570210.1 and named it *HITTERS*.

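HERPUD1, which encodes a membrane protein of the ER that takes part in ER-associated degradation, had the second highest log2 fold change among 18215 mRNA clusters, with all 6 arrays and with replicates 1 and 2 alone. Its value was 9.64, 9.48 and 12.35 on the log2 scale in the arrays labelled control 1, 2 and 3 and 12.26, 12.16 and 9.34 in those labelled TM 1, 2 and 3. In replicates 1 and 2 its log2 fold change was 2.65 (standard error 0.08, adjusted p = 0.00568 from limma), a fold change of 6.29, and it was also the second by p among clusters with a higher value. Over all 6 arrays the log2 fold change was 0.77 (standard error 1.01, adjusted p = 0.692 from limma), and its rank by p among clusters with a higher value was 8047. Only DDIT3 ranked above it by fold change in replicates 1 and 2. The levels of both genes were among those that prompted the choice of these replicates, so their ranks there are no independent evidence.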

We further treated another 11 human cell lines with TM. We also treated SCC25 and CAL27 with another three types of ER stress inducer, including thapsigargin (disturbing calcium flow of ER), dithiothreitol (DTT, disturbing disulfide bonds of ER), and carfilzomib (CFZ, disturbing proteasome activity). The results revealed that once ER stress was induced, *HITTERS* was significantly upregulated (Figure 1F–J), indicating that the upregulation of *HITTERS* under ER stress was a general phenomenon.

### 2.2 Basic Characteristics of *HITTERS*

Since that *HITTERS* is a new lncRNA that has not been fully characterized, we first analyzed its sequence using rapid amplification of cDNA ends (RACE) assay. The 5’‐RACE showed a clear single band, the 3’‐RACE showed 3 bands, one of which was an unspecific band (**Figure** **2**A). The RACE results revealed that *HITTERS* has 2 TVs. Compared to the 699 nt no‐variants lncRNA annotated in University of California Santa Cruz (UCSC) genome browser (Figure 2B), the *HITTERS* short TV (*HITTERS‐*TV1) is 793 nt, the *HITTERS* long TV (*HITTERS‐*TV2) is 1199 nt. Sequencing results mapped to the sixth intron of *HERPUD1*, namely the forward strand of chromosome 16: 56940933–56941725 (*HITTERS‐*TV1) and 56940933–56942131 (*HITTERS‐*TV2) (Table S4, Supporting Information). Two TVs shared the same 793 nt region and TV2 has an extra 406 nt 3’ arm (Figure 2C).

**Figure 2:**
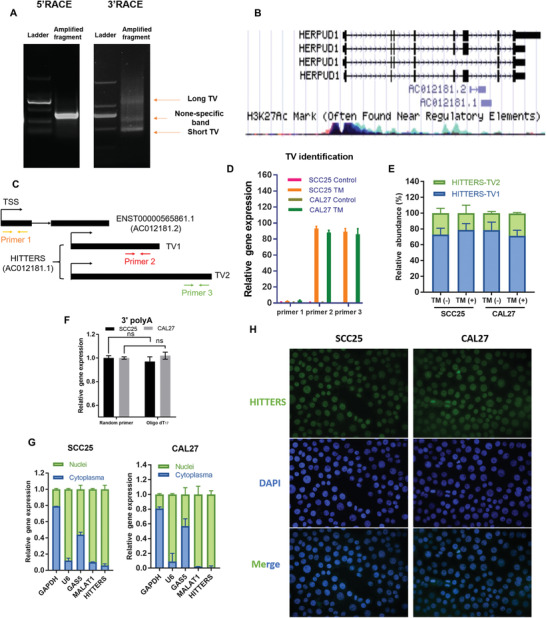
Basic characteristics of *HITTERS*. A) Agarose gel electrophoresis of PCR products generated by 5’ and 3’ RACE technologies. B) The schematic representation of *HERPUD1* and *HITTERS* (annotated as AC012181.1) in UCSC Genome Browser tracks. C) The schematic representation of qPCR primers design strategy for distinguishing two *HITTERS* TVs and *ENST00000565861.1*. D) qPCR showed two *HITTERS* TVs changed significantly in response to TM (10 µg mL^−1^, 6 h), whereas *ENST00000565861.1* did not change. Student *t*‐test was used. Only the changes of two *HITTERS* TVs were significant after TM treatment (*p* < 0.001). E) The relative abundance of two *HITTERS* TVs treated with or without TM (10 µg mL^−1^, 6 h). F) qPCR results on cDNA reverse‐transcripted by random primer or Oligo dT_17_ indicating that *HITTERS* had polyA tail. Student *t*‐test was used. “ns” stands for no significance. G) Nucleus‐cytoplasm fractionation qPCR and H) RNA FISH confirmed that *HITTERS* mainly located in cell nucleus.

Another lncRNA *ENST00000565861.1* had an overlap region with *HITTERS* (Figure 2B). To differentiate these two genes, we designed specific primers (Figure 2C). qPCR results revealed that the expression of *ENST00000565861.1* remained unchanged after inducing ER stress (Figure 2D), which confirmed that *HITTERS* is an independent lncRNA.

We found two TVs of *HITTERS* were both highly responsive to ER stress (Figure 2C,D). The ratio of their expression levels remains no change, no matter the cells were under ER stress or not, and *HITTERS‐*TV1 was the predominant TV, which accounts for 75% of whole *HITTERS* TVs (Figure 2E). We also used random primer and oligo^[^ ^12^ ^]^_17_ primer to reverse transcribe the RNA and found the two primers showed equal efficiency (Figure 2F), indicating that *HITTERS* has a polyA tail.

Next, we cloned the sequence of *HITTERS* into pcDNA3.1(+)‐3xHA vector to explore its coding potential. None of the *HITTERS* recombinant plasmids showed a fusion protein (Figure S1F,G, Supporting Information), indicating that *HITTERS* lacks coding capability, no matter ER stress was triggered or not. Bioinformatic tools also predicted that similar to *HOX Transcript Antisense RNA (HOTAIR), HITTERS* had no protein coding ability (Figure S1H,I, Supporting Information). The subcellular location of lncRNA is very important for its function. By RNA fluorescent in situ hybridization (FISH) and nucleus‐cytoplasm fractionation qPCR, we found that *HITTERS* is predominantly located in the nucleus (Figure 2G,H). Overall, our results showed that *HITTERS* is a nuclear polyadenylated lncRNA with two TVs and *HITTERS‐* TV1 is the major TV.

### 2.3 *HITTERS* Shares the Same Promoter with *HERPUD1*

Since we have identified the chromosome location of *HITTERS*, we next explored how *HITTERS* was transcribed. We cloned the potential promoter region (−2465 to +192 of transcription start sites, TSS, ≈2.6 kb DNA fragment) of *HITTERS* into pGL4.20 vector and found none of these DNA fragments showed promoter activity, no matter whether the ER stress was induced or not (**Figure** **3**A). Another reporter vector pEZX‐FR01 showed identical results (Figure S1J,K, Supporting Information), which confirmed that *HITTERS* lacks independent promoter.

**Figure 3:**
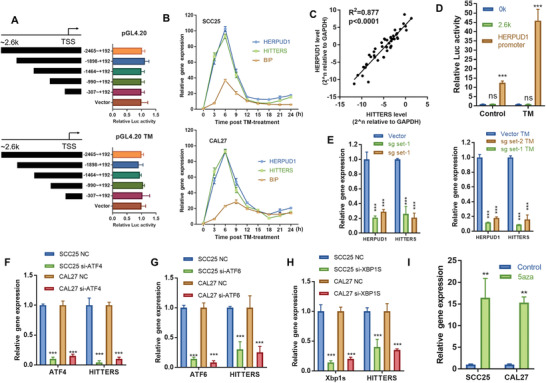
*HITTERS* shares the same promoter with *HERPUD1*. A) Dual‐luciferase reporter assay showed the potential promoter DNA fragments of *HITTERS* lacked transcription activity no matter threated with TM (10 µg mL^−1^, 6 h) or not. One‐way ANOVA and Dunnett *t*‐test were used, “Vector” was the control, all differences were none significant. B) qPCR results showed that time‐course change of *HITTERS* was identical to HERPUD1, but significant differed from BIP. Cells were treated with TM (10 µg mL^−1^) and measured every 3 h. C) qPCR results showed *HITTERS* and *HERPUD1* had a strong coexpression pattern in 48 OSCC samples. Liner‐regression test was used. D) Dual‐luciferase reporter assay showed the promoter of *HERPUD1* had strong transcription activity and responded obviously to TM (10 µg mL^−1^, 6 h). Student *t*‐test was used. E) qPCR results indicated that depleting *HERPUD1* promoter in HEK293 by CRISPR/Cas9 system significantly suppressed the expression level of both *HERPUD1* and *HITTERS*, no matter treated with or without TM (10 µg mL^−1^, 6 h). One‐way ANOVA and Dunnett *t*‐test were used, “Vector” was the control. qPCR results indicated knockdown of F) ATF4, G) ATF6, and H) XBP1s significantly suppressed *HITTERS* expression. Cells were transfected with siRNA for 48 h and then treated with TM (10 µg mL^−1^) for 6 h. Student *t*‐test was used. I) qPCR results showed treating cells with 5aza (10 × 10^−6^ m, 24 h) for inhibiting DNMTs significantly promoted *HITTERS* expression. Student *t*‐test was used. Note: ns, no significance; **, *P* < 0.01, ***, *P* < 0.001.

As *HITTERS* is an intron transcript of *HERPUD1*, we hypothesized that it shares the same promoter with *HERPUD1*. To test this hypothesis, we collected cells treated with TM every 3 h. qPCR results showed that the time‐course of changes in *HITTERS* and *HERPUD1* RNA levels were almost identical, whereas significantly differed from another ER stress marker *BIP* (Figure 3B). We also found that the expression of *HITTERS* and *HERPUD1* had a strong correlation in OSCC tissue samples (Figure 3C).

We then cloned the 338 bp promoter region (−303 to +35 of TSS) of *HERPUD1* as previously described^[^ ^13^ ^]^ and found this region had strong promoter activity and was highly responsive to ER stress (Figure 3D). We then applied the clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9 technique and found after deleting this promoter region, the RNA levels of *HERPUD1* and *HITTERS* were both dramatically decreased (Figure 3E). Previous study has confirmed that this promoter region had ER stress response element (ERSE)‐I, ERSE‐II, and CCAAT/enhancer binding protein‐ATF composite cis‐acting element, to which ATF6, XBP1, and ATF4 bind and upregulate the transcription of *HERPUD1*.^[^ ^14^ ^]^ Also, DNA methylation was reported to suppress *HERPUD1* transcription.^[^ ^13^ ^]^ We found that similar to the transcription regulation of *HERPUD1*, silencing those transcript factors could decrease *HITTERS* RNA level (Figure 3F–H), whereas treating cells with DNA methyltransferase inhibitor 5aza could upregulate *HITTERS* RNA level (Figure 3I). Taken together, our results confirmed that *HITTERS* shares the same promoter with *HERPUD1*.

### 2.4 *HITTERS* Promotes OSCC Progression and Correlates with OSCC Clinicopathological Features

To explore the tumorigenic role of *HITTERS* in OSCC cells, we overexpressed *HITTERS‐*TV1 as it is the predominant TV. Since *HITTERS* mainly located in nucleus, we tested the knockdown efficiency of antisense oligonucleotide and siRNA and found siRNA is more effective. We selected one siRNA and constructed the corresponding shRNA lentivirus (Figure S2A–C, Supporting Information).

We found that knockdown of *HITTERS* significantly decreased cell proliferation, DNA replication, and colony formation in vitro (**Figure** **4**A–C). In contrast, overexpression of *HITTERS* dramatically increased cell proliferation, DNA replication, and colony formation (Figure S2D–F, Supporting Information). The stably transfected OSCC cells were subcutaneously inoculated into nude mice to investigate the function of *HITTERS* in vivo. Results showed tumors grown from *HITTERS* overexpression cells were significantly larger (Figure S2G,H, Supporting Information), whereas tumors from *HITTERS* stable knockdown cells were significantly smaller (Figure 4D,E), comparing to their own control cells, respectively.

**Figure 4:**
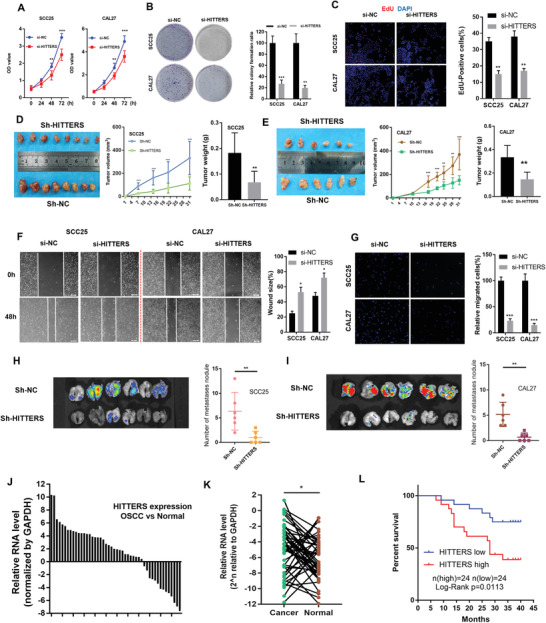
*HITTERS* promotes OSCC progression and correlates with OSCC clinicopathological features. A) CCK8, B) colony formation test, and C) EdU incorporation test confirmed that knockdown of *HITTERS* suppressed OSCC proliferation in vitro. D,E) Stably knockdown of *HITTERS* significantly suppressed tumor volume and tumor weight in D) SCC25 and E) CAL27 subcutaneous xenograft model. F) Wound healing test and G) transwell assay confirmed knockdown of *HITTERS* suppressed OSCC migration and invasion ability in vitro. Stably knockdown of *HITTERS* significantly suppressed H) SCC25 and I) CAL27 pulmonary metastasis nodule formation ability in vivo. The green fluorescent protein (GFP) fluorescense imaging of lungs was also presented. J) qPCR analyzed the relative fold of *HITTERS* in 48 OSCC tissues normalized by their paired adjacent normal tissues. K) qPCR results indicated the expression of *HITTERS* in OSCC was higher than their paired adjacent normal tissues. Paired *t*‐test was used. L) Kaplan–Meier curves showed high *HITTERS* expression had poor over‐all survival. Log‐rank test was used. For (A)–(I) Student *t*‐test was used. For (A), (D), and (E), Student *t*‐test was used for each time point. Note: *, *P* < 0.05; **, *P* < 0.01, ***, *P* < 0.001.

The effects of *HITTERS* on the invasion ability of OSCC cells were evaluated using wound‐healing assay and transwell assay. The results showed that overexpression of *HITTERS* significantly promoted cell invasion (Figure 4F,G), while *HITTERS* knockdown inhibited invasion (Figure S2I,J, Supporting Information). We further examined the effects of *HITTERS* in lung colonization by injecting OSCC cells into the tail vein of mice. *HITTERS* overexpression significantly increased the development of lung metastases (Figure S2K,L, Supporting Information). Mice injected with *HITTERS* knockdown cells exhibited a marked reduction in lung metastases (Figure 4H,I).

Next, we analyzed the correlation between *HITTER* expression and OSCC patient's clinicopathological features. *HITTERS* was significantly upregulated in OSCC tissues compared to the corresponding adjacent normal tissues (Figure 4J,K). Moreover, high expression of *HITTERS* in OSCC is correlated with advanced T stage, positive lymph node metastasis, high‐risk clinical stage, and poor overall survival (Table S5, Supporting Information, and Figure 4L). These results suggested that *HITTERS* plays an important role in OSCC progression.

### 2.5 Receptor Tyrosine Kinases and Transforming Growth Factor (TGF)‐*β* Receptors Are Downstream Targets of *HITTERS*

To further uncover the mechanism of how *HITTERS* promoted OSCC progression, we performed RNA sequencing and gene set enrichment analysis (GSEA). *HITTERS* knockdown significantly influenced the GO, no matter ER stress was triggered or not (Figure S3A,B, Supporting Information), which indicating it is an intrinsic function of *HITTERS*. We used qPCR and confirmed that some important growth factor receptors, especially the receptor tyrosine kinases (RTKs) and TGF‐*β* receptors, were downregulated after knocking down *HITTERS* (Figure S3C,D, Supporting Information). Previous study has demonstrated that RTKs could promote cell proliferation via phosphatidylinositol 3‐kinase/protein kinase B (PI3K/AKT) and mitogen activated protein kinase (MAPK) pathway,^[^ ^15^ ^]^ and TGF‐*β* signaling pathway could promote cancer invasion via inducing Smad3 phosphorylation and subsequently epithelial‐mesenchymal transition (EMT).^[^ ^16^ ^]^ In accordance with these studies, we found that *HITTERS* knockdown significantly decreased phosphorylation of AKT, ERK1/2, and Smad3 (Figure S3E, Supporting Information). Moreover, many downstream genes involved in cell proliferation and EMT were also regulated by *HITTERS* (Figure S3F,G, Supporting Information). Taken together, our results suggested that *HITTERS* promotes OSCC progression potentially via regulating RTKs and TGF‐*β* pathway.

### 2.6 *HITTERS* Attenuates ER Stress Induced Apoptosis

Severe or prolonged ER stress finally ends up with apoptosis. Since *HITTERS* is dramatically increased under ER stress, we explored its role in ER stress‐induced apoptosis. We found that TM treatment significantly decreased cell viability in a time‐ and dose‐dependent manner in OSCC cells (**Figure** **5**A). The expression of apoptotic markers such as cleaved poly(ADP‐Ribose) polymerase (c‐PARP), BCL2 associated X, and cytochrome C were significantly increased after exposure to TM (Figure 5B). In order to test the effects of TM in vivo, mice were intraperitoneally injected with TM. We found that TM could significantly inhibited OSCC growth in vivo (Figure 5C,D). These results suggest that ER stress could induce OSCC apoptosis.

**Figure 5:**
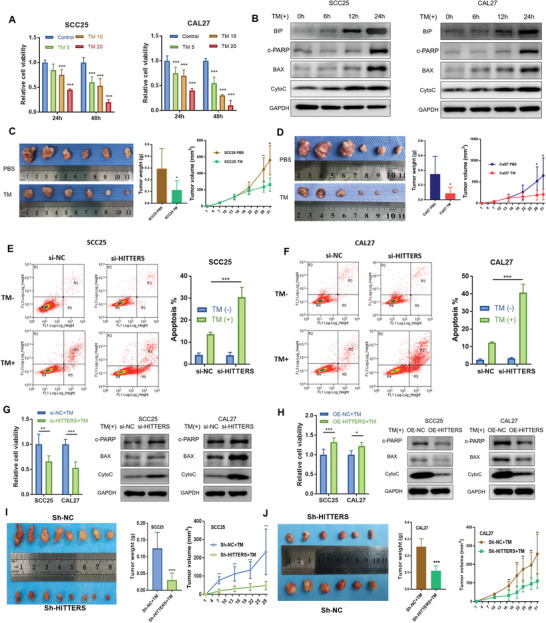
*HITTERS* attenuates ER stress induced apoptosis. A) Cell viability (measured by CCK8) of SCC25 and CAL27 were significantly suppressed by TM (5, 10, and 20 µg mL^−1^ for 24 and 48 h) in a dose‐ and time‐dependent manner. One‐way ANOVA and Dunnett *t*‐test were used for each time point. B) Western blot showed the ER stress marker BIP and apoptosis marker of SCC25 and CAL27 cells were significantly upregulated by TM (10 µg mL^−1^) in a time‐dependent manner. c‐PARP, cleaved PARP. C,D) Intraperitoneally injection of TM twice a week significantly suppressed tumor volume and tumor weight in C) SCC25 and D) CAL27 subcutaneous xenograft model. E,F) Under non‐ER stress condition, *HITTERS* would not affect apoptosis; however, depletion of *HITTERS* in TM (10 µg mL^−1^, 24 h) treated E) SCC25 and F) CAL27 cells significantly promoted apoptosis. Apoptosis was measured by Annexin‐V/PI double staining and flow cytometry. Proportion of R3 + R5 is considered apoptosis. Cells were transfected with siRNA for 48 h and then treated with TM (10 µg mL^−1^, 24 h). Two‐way ANOVA and Sidak's multiple comparisons test were used. G) Knocking‐down *HITTERS* significantly suppressed cell viability and promoted apoptosis marker expression; H) whereas overexpressing *HITTERS* obtained the opposite effect. Cells were transfected with siRNA for 48 h and then treated with TM (10 µg mL^−1^, 24 h). Cell viability differences were measured by CCK8 using Student *t*‐test. Stably knockdown of *HITTERS* causing I) SCC25 and J) CAL27 more sensitive to ER stress in vivo, reflected by a significantly reduction in tumor volume and tumor weight in subcutaneous xenograft model. All BALB/c nude mice were intraperitoneally injected with TM, twice a week, after tumor bearing. Student *t*‐test was used. Note: *, *P* < 0.05; **, *P* < 0.01, ***, *P* < 0.001; ****, *P* < 0.0001.

We then tested whether *HITTERS* regulates ER stress induced apoptosis. Via Annexin V‐fluorescein isothiocyanate/propidium iodide (FITC/PI) staining, we found that *HITTERS* knockdown did not influence apoptosis under basal condition. Once ER stress was triggered, depletion of *HITTERS* significantly promoted apoptosis and decreased cell viability. In contrast, overexpression of *HITTERS* increased cell viability under ER stress (Figure 5E–H). We also found that *HITTERS* knockdown promoted the expression of apoptotic markers, whereas overexpression of *HITTERS* inhibited their expression (Figure 5G,H). In agreement with the in vitro studies, tumors grown from *HITTERS* overexpression cells were more resistant to ER stress induced apoptosis (Figure S4A,B, Supporting Information), whereas tumors from *HITTERS* knockdown cells were sensitive to ER stress induced apoptosis (Figure 5I,J). Taken together, these results showed that *HITTERS* could attenuate ER stress induced apoptosis.

### 2.7 *HITTERS* Regulates ER Stress Related DNA Damage Response

Next, we investigated how *HITTERS* regulates ER stress induced apoptosis. We found that *HITTERS* knockdown did not influence the mRNA and protein levels of *HERPUD1* (**Figure** **6**A,B). Moreover, *HITTERS* knockdown had little influence on the expression of important UPR molecules (Figure 6C,D). These results indicated that *HITTERS* may not regulate ER stress induced apoptosis through regulating *HERPUD1* in cis or UPR initiation in trans. We then performed RNA sequencing and GSEA analysis. GSEA showed that *HITTERS* had a significant impact on OSCC apoptosis under ER stress (Figure 6E). More importantly, we found that under ER stress, depletion of *HITTERS* significantly affected DDR, especially the DNA repair related pathways, including homologous recombination (HR) pathway and ATR‐breast cancer susceptibility genes (BRCA) pathway (Figure 6E). Unrepaired DNA damage, especially double strand breaks, is one of the most cytotoxic DNA lesions which leads to cell death through apoptosis.^[^ ^17^ ^]^ Since we have found *HITTERS* significantly inhibited apoptosis, we next focused on exploring the functional role of *HITTERS* in ER stress‐related DDR.

**Figure 6:**
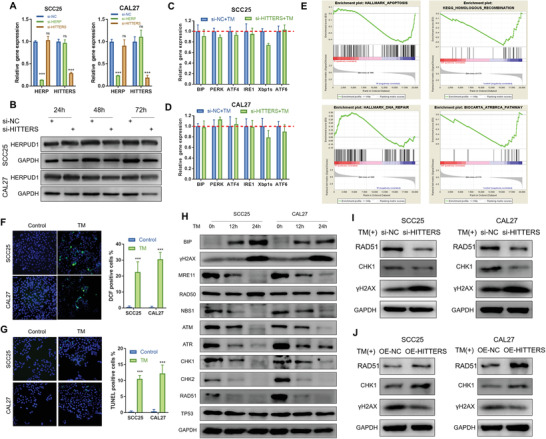
*HITTERS* regulates ER stress related DDR. A) qPCR and B) Western blot confirmed that knocking‐down *HITTERS* did not significantly change the mRNA and protein expression of *HERPUD1*. For qPCR, cells were transfected with siRNA for 48 h. Student *t*‐test was used for qPCR. C,D) Knocking‐down *HITTERS* did not significantly change the mRNA level of important UPR regulator in both C) SCC25 and D) CAL27 cells. Cells were transfected with siRNA for 48 h and then treated with TM (10 µg mL^−1^) for 6 h. E) GSEA results for RNA‐sequencing profiles. SCC25 cells were transfected with *HITTERS* siRNA or negative control siRNA for 48 h and then treated with TM (10 µg mL^−1^) for 12 h. F,G) 2',7'‐dichlorofluorescein staining and TUNEL assay indicated TM (10 µg mL^−1^, 24 h) treatment promoted F) ROS production and G) DNA breaks. Student *t*‐test was used. H) Induction of ER stress by TM (10 µg mL^−1^) significantly promoted the level of DNA damage marker *γ*‐H2AX and suppressed DNA repair proteins in a time‐dependent manner. I) Knocking‐down *HITTERS* significantly suppressed DNA repair protein and promoted DNA damage marker expression; J) whereas overexpressing *HITTERS* obtained the opposite effect. Cells were transfected with siRNA or plasmid for 48 h and then treated with TM (10 µg mL^−1^) for 24 h. Note: ns, no significance; ***, *P* < 0.001.

Previous study has shown that ER stress could induce reactive oxygen species (ROS) production and cause oxidative DNA damage.^[^ ^18^ ^]^ We found that ER stress could significantly trigger ROS production (Figure 6F). Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay directly proved that ER stress could induce DNA strand breaks (Figure 6G). Consequently, we found ER stress induced a significant upregulation of DNA damage marker *γ*‐H2AX (Figure 6H). HR and nonhomologous end joining (NHEJ) are two major pathways for repairing double strand breaks.^[^ ^19^ ^]^ We then examined the expression of HR and NHEJ pathways under ER stress. We found that most HR related proteins, including MRE11, NBS1, ATM, ATR, CHK1, CHK2, and RAD51, were dramatically downregulated in a time‐dependent manner, except for RAD50 and TP53, whose expression was unaltered (Figure 6H). In contrast, we found proteins related to NHEJ remained unchanged under ER stress (Figure S4C, Supporting Information).

Next, we investigated how *HITTERS* affected ER stress related DDR. We found that changing the expression level of *HITTERS* did not influence ROS production (Figure S4D, Supporting Information). However, depletion of *HITTERS* significantly increased the ratio of TUNEL positive cells (Figure S4E, Supporting Information) and the level of *γ‐H2AX* (Figure 6I), whereas overexpression of *HITTERS* suppressed TUNEL positive ratio (Figure S4E, Supporting Information) and *γ*‐H2AX expression (Figure 6J). Moreover, *HITTERS* was positively associated with the expression of RAD51 and CHK1 that are involved in HR (Figure 6I,J). However, *HITTERS* had no influence on NHEJ pathway (Figure S4C, Supporting Information). Taken together, our findings suggested that ER stress could simultaneously induce oxidative DNA damage and suppress HR via downregulation of the crucial proteins. *HITTERS* acted as a protective factor in ER stress induced DNA damage, but the protective effect was not through regulating ROS production.

### 2.8 *HITTERS* Binds to and Promotes the Formation of MRE11/RAD50/NBS1 Complex under ER Stress

To identify the endogenous proteins that interact with *HITTERS* under ER stress, a modified comprehensive identification of RNA‐binding proteins by mass spectrometry (ChIRP‐MS) method was used (**Figure** **7**A). The antisense probe pool retrieved about 30–50% of total *HITTERS* (Figure 7B). Liquid chromatograph‐MS/MS result indicated that 47 proteins, including RAD50 and MRE11, interacted with *HITTERS* (File S1, Supporting Information). Western blotting confirmed that under ER stress, *HITTERS* interacted with both RAD50 and MRE11 (Figure 7B). Interestingly, NBS1, a member of MRN complex, was not enriched by *HITTERS* (Figure 7B). We next performed RNA immunoprecipitation (RIP) assay and found both RAD50 and MRE11 bind to *HITTERS* (Figure 7C). These results confirmed that *HITTERS* endogenously interacted with RAD50 and MRE11.

**Figure 7:**
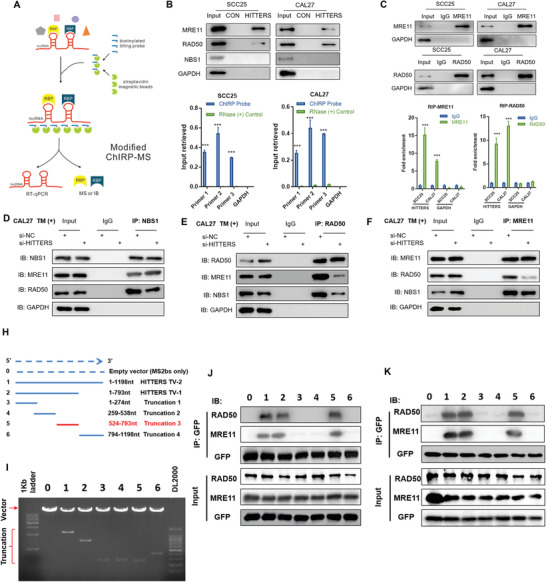
*HITTERS* binds to and regulates the formation of MRN complex under ER stress. A) The schematic representation of modified ChIRP‐MS. B) qPCR showed the modified ChIRP method retrieved about 30–50% of *HITTERS*. Western blot confirmed that *HITTERS* binds to both MRE11 and RAD50, but not NBS1 nor glyceraldehyde‐3‐phosphate dehydrogenase. Cells were treated with TM (10 µg mL^−1^, 6 h) before harvesting for ChIRP‐MS. For qPCR, Student *t*‐test was used for each primer. ***, *P* < 0.001. C) RIP assay of MRE11 and RAD50. Western blot confirmed MRE11 and RAD50 were successfully precipitated. qPCR indicated *HITTERS* were significantly enriched by MRE11 and RAD50. Cells were treated with TM (10 µg mL^−1^, 6 h) before harvesting for RIP. For qPCR, Student *t*‐test was used. ***, *P* < 0.001. D,E) Co‐IP results showed the interaction between MRE11 and RAD50 in CAL27 cells were reduced after *HITTERS* knockdown. The interaction between MRE11 and NBS1 remained no change after *HITTERS* knockdown. Cells were transfected with siRNA for 48 h and then treated with TM (10 µg mL^−1^) for 6 h. H) Diagrams of full‐length *HITTERS* and the truncations in MS2bs‐MS2bp RNA pull‐down assay. I) The reconstructed plasmids containing 12XMS2 tag and full‐length HITTERS and truncations with the correct sizes are indicated. J,K) Immunoblot analysis for RAD50 and MRE11 in the protein samples pulled down by different HITTERS truncations. J) SCC25 and K) CAL27 cells were transfected with two plasmids for 48 h and treated with TM (10 µg mL^−1^) for 6 h.

MRN has a central function in DNA damage repair by sensing the damaged DNA, processing broken DNA ends and activating DNA damage repair pathways.^[^ ^17^, ^20^, ^21^ ^]^ We found depletion of *HITTERS* significantly decreased the protein level of MRE11 and NBS1 but had no effect on RAD50 expression (Figure S5A, Supporting Information). In contrast, the application of Mirin, a small molecule inhibitor of MRE11, or *RAD50*‐specific siRNA, could not change *HITTERS* expression (Figure S5B, Supporting Information). Therefore, *HITTERS* may act as an upstream regulator of the MRN complex. We then explored how *HITTERS* influence MRE11 and NBS1 protein level. We found that *HITTERS* had no impact on the transcription of MRE11 and NBS1, as the RNA level of MRE11 and NBS1 did not significantly change with *HITTERS* gain or loss of function (Figure S5C, Supporting Information). ER‐stress could suppress global protein translation via eif2*α* phosphorylation. However, we found that knockdown of *HITTERS* had no impact on eif2*α* phosphorylation and directly mimicking eif2*α* phosphorylation via Salubrinal treatment did not influence the protein level of NBS1 and MRE11 (Figure S5D, Supporting Information). Finally, we hypothesized that *HITTERS* might influence the protein degradation of NBS1 and MRE11. Our results proved that under ER‐stress, NBS1 and MRE11 were degraded via ubiquitin‐proteasome system rather than autophagy system (Figure S5E,F, Supporting Information). Depletion of *HITTERS* significantly promoted the ubiquitination of MRE11 and NBS1, and inhibiting proteasome could rescue the degradation (Figure S5I,J, Supporting Information).

We also hypothesized that *HITTERS* could influence the interaction between RAD50 and MRE11. We treated cells with TM for 6 h as MRE11 and NBS1 were not significantly degraded at this time‐point (Figure S4C, Supporting Information). Co‐immunoprecipitation (co‐IP) analysis (Figure 7D–F and Figure S6A–C, Supporting Information) showed that RAD50, MRE11, and NBS1 were tightly interacted with each other under ER stress. However, after knocking‐down of *HITTERS*, the interaction between RAD50 and MRE11 was significantly weakened. However, depletion of *HITTERS* did not influence the interaction between MRE11 and NBS1. These results indicated that *HITTERS* promoted MRN complex formation via facilitating the interaction between MRE11 and RAD50.

The binding domain of MRE11 and RAD50 in this structure is well documented.^[^ ^21^ ^]^ Therefore, we speculate that *HITTERS* could interact with the domain. However, the binding sites of *HITTERS* with MRN need to be validated. To explore this, we used MS2bs‐MS2bp RNA pull down assay. We established a serial *HITTERS* RNA truncation and found that 524–793nt of *HITTERS* mediated its association with RAD50 and MRE11.

Since the function of MRN complex in ER stress‐related DDR is not well understood, we used siRNA or Mirin to inhibit MRN complex function. Inhibited of MRN complex resulted in elevated levels of DNA damage in OSCC, which was comparable to the levels found in *HITTERS* knockdown cells (Figure S4E, Supporting Information). Correspondingly, the expression of DNA damage marker *γ*‐H2AX and proapoptotic proteins were upregulated by *HITTERS* siRNA, *RAD50* siRNA or Mirin, whereas cell viability and the DNA damage repair proteins RAD51 and CHK1 were downregulated (Figure S6D,E, Supporting Information). Overexpression of *HITTERS* enhanced cell viability by inhibiting DNA damage and promoting DNA repair. However, the protective effects were markedly abolished by dysfunction of MRN complex induced by *RAD50* siRNA and Mirin (Figure S6F,H, Supporting Information). Taken together, our results showed that *HITTERS* functions as an RNA scaffold to promote MRE11‐RAD50 interaction and increase the protein levels of MRE11 and NBS1, also, the antiapoptosis function of *HITTERS* relies on MRN complex.

## 3 Discussion

ER stress‐triggered UPR is initially activated as a prosurvival mechanism by maintaining ER homeostasis and promoting protein folding and degradation in response to environmental challenges. However, severe or prolonged ER stress ultimately leads to cell death. Therefore, it is important to find out the gene that determines the final effects of ER stress. In the present study, we uncovered a novel lncRNA *HITTERS* by comprehensive characterization of the ER stress related lncRNA transcriptome. Only ≈10% of lncRNAs were selectively upregulated under ER stress and *HITTERS* was the most significantly upregulated lncRNA. We showed that *HITTERS* promoted proliferation and invasion of OSCC both in vitro and in vivo. *HITTERS* expression was upregulated in OSCC tissues and the upregulation of *HITTERS* was correlated with poor survival of patients with OSCC. More importantly, our findings demonstrated that *HITTERS* significantly inhibited ER stress induced apoptosis. Mechanistically, *HITTERS* could bind to and regulate the formation of MRN complex, and increase the expression of proteins involved in DNA damage repair, therefore alleviating ER stress‐related DNA damage. These findings underscore the potential of *HITTERS* as a novel target for cancer therapy.

Recent advances in RNA sequencing technology allow researchers to discover thousands of lncRNAs in eukaryotic genomes. However, the function and molecular mechanism of the majority of lncRNAs in human disease, especially in cancer, remain elusive. Many lncRNAs are reported to regulate proliferation, survival, angiogenesis, and invasion through modulating PI3K/Akt and ERK1/2 MAPK pathways.^[^ ^22^ ^]^ Our data showed that under non‐ER stress condition, *HITTERS* promoted the phosphorylation of Akt and ERK1/2, and the expression of downstream targets proliferating cell nuclear antigen, Cyclin D1, and P27 was also regulated. Moreover, we found that *HITTERS* activated TGF‐*β*/Smad3 pathway, promoted transcription factors Snail and Slug, leading to increased mesenchymal markers such as Vimentin and *N*‐cadherin and decreased epithelial marker E‐cadherin. TGF‐*β* is a well‐known inducer of EMT during cancer progression, and many lncRNAs could regulate its expression. For example, lncRNA *ANRIL* promotes the invasion and metastasis in OSCC, prostate cancer, and thyroid cancer through regulating TGF‐*β*/Smad3 pathway.^[^ ^23^ ^]^ LncRNA *ELIT‐1* behaves as a Smad3 cofactor to facilitate TGF‐*β*/Smad3 pathway and induce EMT.^[^ ^24^ ^]^ Therefore, the effects of *HITTERS* on proliferation and invasion are partly attributed to the activation of PI3K/Akt, ERK1/2 MAPK, and TGF‐*β*/Smad3 pathway.

As the functions of lncRNAs in physiological and pathological processes have become increasingly recognized, the association of lncRNAs with ER stress attracts more attention. To date, a few lncRNAs such as *HypERlnc*,^[^ ^10^ ^]^ *TUG1*,^[^ ^25^ ^]^ and *MEG3* ^[^ ^9^ ^]^ are reported to be associated with ER stress. In this study, we demonstrated that ER stress significantly increased *HITTERS* expression. Elevated level of *HITTERS*, in return, inhibited ER stress induced apoptosis. Therefore, cancer cells may utilize *HITTERS* to overcome ER stress induced apoptosis in adverse environment. We next analyzed the mechanism of *HITTERS* regulated ER stress. In striking contrast to *HypERlnc*, *TUG1*, and *MEG3*, neither *BIP* expression, nor the three main UPR pathway, were affected by *HITTERS*. These results suggest that *HITTERS* modulates ER stress induced apoptosis through a novel mechanism. ER stress was reported to inhibit DNA repair by proteasomal degradation of RAD51.^[^ ^26^ ^]^ Indeed, we found that ER stress promotes ROS production to cause DNA damage, and at the same time suppresses DNA repair, finally leading to apoptosis. Most importantly, we demonstrated that although *HITTERS* could not inhibit ROS production, it could significantly enhance DNA damage repair pathways under ER stress, thus protects OSCC from ER stress induced apoptosis.

Recent studies have proved that lncRNAs participated positively in DDR through varieties of mechanism.^[^ ^7^ ^]^ LncRNAs can act as RNA scaffolds to regulate DDR. For example, lncRNA *GUARDIN* sustains *BRCA1* stability by facilitating the *BRCA1‐BARD1* complex. In this study, our work for the first time found that inhibiting MRN complex accelerated ER stress induced DNA damage and apoptosis. We demonstrated that *HITTERS* facilitated the formation of MRN complex under ER stress. If *HITTERS* was knocked down, the binding capacity between *MRE11* and *RAD50* was disturbed. Inhibiting MRN complex function abolished the protective effect of *HITTERS*, indicating that the function of *HITTERS* relies on MRN complex. It has been acknowledged that MRN can assemble as a heteromultimer, and the DNA binding and processing structure of the heteromultimer is formed by the *MRE11* dimer and two *RAD50*.^[^ ^21^ ^]^ The binding domain of MRE11 and RAD50 in this structure is well documented. Therefore, we speculate that HITTERS could interact with the domain. Our results found 24‐793 nt of *HITTERS* mediated its association with RAD50 and MRE11. Our results also showed that depletion of *HITTERS* significantly decreased the protein level of MRE11 and NBS1, via promoting proteasomal degradation of MRE11 and NBS1, even though *HITTERS* did not interact with NBS1. Thus, we hypothesized that under ER stress, *HITTERS* might influence the proteasome activity. However, the mechanism needs further exploration.

Our results found that ER‐stress could significantly increase *HITTERS* expression, in contrast, the DNA damage repair proteins decreased dramatically. Further analysis found if the *HITTERS* was depleted, the DNA damage repair proteins would decrease more significantly. These data indicated that the increment of HITTERS by TM treatment could be a protective feedback. It is intriguingly that *HITTERS* shares the same promotor with *HERPUD1*. However, we found that *HITTERS* knockdown does not influence the mRNA and protein levels of *HERPUD1*. This raises doubt on why they share the same promoter? Whether *HERPUD1* could act like *HITTERS*, by regulating PI3K/Akt, ERK1/2 MAPK, and TGF‐*β*/Smad3 pathway, or participating ER stress induced DDR, are still unclear. It is reasonable that the function of these two genes may cooperate as their transcription regulation are identical. Another possible explanation is that *HITTERS* is independently processed from the pre‐mRNA of *HERPUD1*. In support of this hypothesis, our ChIRP‐MS results showed *HITTERS* could pull‐down DDX39B which is closely related to pre‐mRNA splicing. However, further studies will be necessary to verify this hypothesis.

To sum up, this study presents a novel lncRNA, namely *HITTERS*, which links ER stress and DDR together in OSCC. Mechanisms presented here could provide viable therapeutic choices in remedying stressful microenvironment‐associated tumor progression.

## 4 Experimental Section

##### Cell Culture, Transfection, and Chemical Treatment

Human OSCC cell lines SCC25 and CAL27 were purchased from American Type Culture Collection. Other cell lines including HEK293 (human embryonic kidney cell line), Hela (human cervical cancer cell line), PANC‐1 (human pancreatic cancer cell line), NOK (human normal oral keratinocytes), DOK (human dysplastic oral keratinocytes), and other human OSCC cell lines (SAS, UM‐1, UM‐2, SCC15, HSC‐2, and HSC‐3) were all obtained from State Key Laboratory of Oral Diseases (Sichuan University, China). SCC25, SAS, UM‐1, UM‐2, and SCC15 were cultured in Dulbecco's Modified Eagle Medium / Nutrient Mixture F‐121:1, other cell lines were cultured in Dulbecco's Modified Eagle Medium. All medium was supplemented with 10% fetal bovine serum (Gibco). All cell lines were cultured at 37 °C with 5% CO_2_. Cell lines were authenticated by short tandem repeat profiling. All cell lines were free for mycoplasma contamination. For transient transfection of siRNA (GenePharma) or plasmid, the EndoFectin (Genecopoeia) was applied according to the manufacture's instruction. For stable transfection, the lentivirus (Genecopoeia) containing shRNA or lncRNA sequence plasmid was applied according to the manufacture's instruction. For inducing ER stress, TM (5–20 µg mL^−1^, Sigma), thapsigargin (Tg, 1 × 10^−6^–2 × 10^−6^ m, MedChemExpress), DTT (2 × 10^−3^–4 × 10^−3^ m, Takara), and CFZ (50 × 10^−9^–200 × 10^−9^ m, Selleck) were added. For inhibiting DNA methyltransferase, 5aza (10 × 10^−6^ m, Sigma) were added for 24 h. For inhibiting MRN complex, Mirin (100 × 10^−6^ m, Selleck) were added simultaneously with other treatment. For inhibiting proteasome, MG‐132 (10 × 10^−6^ m, Beyotime) were added for 12 h. For inhibiting autophagy/lysosome, hydroxychloroquine sulfate (100 × 10^−6^ m, Selleck) was added for 48 h. For mimicking eif2a phosphorylation, Salubrinal (50 × 10^−6^ m, Selleck) was added for 24 h.

##### ChIRP‐MS

ChIRP‐MS was carried out following Chu's protocol^[^ ^27^ ^]^ with several modification. For each reaction, 5 × 10^7^ cells were harvested. Micrococcal nuclease (New England Biolabs (NEB)) was used for DNA fragmentation followed by ultrasonication. The 3′‐biotin‐triethylene glycol modified ChIRP probes (Sangon) were added to streptavidin‐coated magnetic beads (Biomeg), washed, and then hybridized with cell lysates. An excessive dose of probes was used (tenfold higher concentrations). For protein extraction, the trichloroacetic acid precipitation step was skipped.

##### Dual‐Luciferase Reporter Assay

The targeted inserting sequence was amplified by PCR using Q5 High‐Fidelity DNA Polymerase (NEB). Quickcut (Takara) restriction endonucleases and DNA Ligation Kit (Takara) was used for vector reconstruction. The full‐length (2.5 kb around TSS) and truncated sequence of potential promoter regions were amplified by PCR. PCR products were then inserted into luciferase reporter plasmids pGL4.20 (Luc2, Promega) or pEZX‐FR01 (containing both Fluc and Rluc, Genecopoeia). When using pGL4.20, the pGL4.75 plasmid (Rluc) was cotransfected as an internal control. The dual‐luciferase reporter assay was applied in 96‐well palates at 5 × 10^4^ cells per well. HEK293T cells were transfected with 500 ng of plasmid. Luciferase activity was determined using Luc‐Pair Duo‐Luciferase HS Assay kit (Genecopoeia).

##### Generation of CRISPR/Cas9 Construct

The sgRNA targeting the promoter region of *HERPUD1* was designed by the online design tool Crispor. After phosphorylating and annealing of each pair of oligos using T4 polynucleotide kinase (Thermo), the oligo was inserted into BsmBI (Thermo)‐digested LentiCRISPRV2 vector (Addgene). The forward and reverse oligo pair was inserted into vectors containing puromycin and neomycin resistance, respectively. The reconstructed vector was transfected into HEK293 and selected for 2 weeks to obtain *HERPUD1* promoter knockout cell lines.

##### High‐Throughput Analysis

Total RNA was extracted from SCC25 cells using Trizol reagent (Invitrogen). The RNA samples were subjected to mRNA and lncRNA microarray using GeneChip HTA 2.0 (Affymetrix) at Genminix Informatics Ltd., Co. HTA 2.0 covers more than 245 000 coding transcripts and 40 000 noncoding transcripts in human transcriptome. Gene Ontology (GO) analysis, pathway analysis, and lncRNA‐mRNA coexpression network analysis of the differentially expressed mRNAs and lncRNAs were performed as previously described.^[^ ^28^ ^]^ Next generation sequencing of mRNA transcriptome and GSEA were carried out as previously described (OE biotech, China) in SCC25 cells.^[^ ^29^ ^]^

##### Animal Study

All animal studies were approved by the Animal Ethical and Welfare Committee of West China Hospital of Stomatology (WCCSIRB‐D‐2016‐075). Female BALB/C nude mice were maintained under specific pathogen free conditions in the Sichuan University Animal Center according to the institution's guidelines. For subcutaneous xenograft model, 5 × 10^6^ OSCC cells in 200 µL phosphate buffered saline (PBS) were sub‐axillary injected. The tumor volume was documented in indicated time. For in vivo TM treatment, TM were diluted by PBS to 20 µg mL^−1^. Mice were intraperitoneally injected with 100 µL of PBS or TM, twice a week. At the 4th week postinjection, animals were sacrificed, and the tumors were harvested. For pulmonary metastasis model, 1 × 10^6^ OSCC cells in 100 µL PBS were injected into the tail vein. At the 5th week postinjection, the animals were sacrificed and the lungs were harvested.

##### Patients’ Samples

The Institutional Ethical Committee of West China Hospital of Stomatology approved the present study (WCHSIRB‐OT‐2016‐047). All patients have signed written informed consent. All procedures were carried out in accordance with the Declaration of Helsinki. Human oral cancer tissue specimens were collected from the West China Hospital of Stomatology, Sichuan University (China). A total of 48 primary OSCC samples and paired adjacent (>1.5 cm from the tumor margin) normal tissues were obtained. After resection, the samples were snap frozen by liquid nitrogen and stored in −80 °C for up to 1 week before qPCR analysis.

##### Additional Methods

Cell counting kit‐8 (CCK‐8), EdU incorporation, colony formation assay, apoptosis, wound healing assay, cell invasion, TUNEL, ROS detection, nucleus‐cytoplasm fractionation, RNA FISH, RACE, RNA extraction and qPCR, Western blotting, co‐IP, RIP, and MS2bs‐MS2bp RNA pull down are detailed in the Supporting Information. All the primers, probes, oligos, and antibodies are listed in Table S1–S3 in the Supporting Information.

##### Statistical Analysis

GraphPad Prisma 7 software was used for statistical analysis and generating statistical figures. Data were presented from one representative experiment out of three independent experiments. For each representative experiment, at least three repetitions were measured. The statistical methods for each result were noted in figure legend. Data were presented as mean ± standard deviation. *p* < 0.05 was considered statistically significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information

Supporting Information

How the deposited data were processed for this re-analysis (not part of the article)

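The data are from a GeneChip HTA 2.0 microarray experiment on total RNA of SCC25 cells, with 3 control arrays and 3 arrays of cells exposed to TM at 5 µg mL−1 for 6 h. The authors deposited log2 expression values, 1 per transcript cluster and array, already summarised and normalized. MAS5 is the tool that the submitters' processing notes name. The background correction, the probe set version and the genome build are not given in the sources used here. The quartiles of the arrays differ slightly, so the deposited values are not quantile normalized after summarisation. Every column matched a sample of the series.

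The log2 values were taken as deposited. Gene symbols came from the array's annotation of its clusters, and 23777 of the 23781 clusters with 1 symbol were found in the gene table of GRCh38.p14, which was used for names and classes alone. The classes were 18215 mRNA, 2112 lncRNA, 1391 small noncoding, 1855 pseudogene and 204 other clusters. Clusters with several symbols (1543) or none (42204) were kept in the tests and counted apart. The 6 values of 2367 clusters equal those of another cluster, such as copies on alternative haplotypes, and these count once each. No cluster is paired with HITTERS by name or position in the same build, so no value is given for it. HSP90B1 has no cluster of its own. Some genes and 1 of the gene lists are not reported here.

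Control and TM were compared by limma 3.58.1 in R 4.3.3, with lmFit and eBayes, two-sided, and Benjamini-Hochberg adjustment over all clusters at 0.05. The counts at the thresholds of the paper used an unadjusted p under 0.05 and a fold change of at least 1.2, since the text of the paper names no test for the array. Its statistics section refers to the figure legends for tests and gives a p under 0.05 as significant, and the legend of Fig. 1 names tests for other panels. Shifts of 24 gene lists were tested with camera at a preset inter-gene correlation of 0.01, two-sided, adjusted over the lists, with 1 cluster per gene, the one with the highest mean. The lists reported were ER chaperones and folding enzymes, ER-associated degradation, ATF4 and CHOP targets, cytosolic aminoacyl-tRNA synthetases, sensors and transcription factors of the unfolded protein response, ER translocation and COPII transport, N-glycosylation, substrates of IRE1-dependent decay, apoptosis regulators, homologous recombination, homologous recombination proteins named by the paper, end joining, DNA replication, mitosis, receptor kinases, cholesterol synthesis, immediate early genes, NF-kB genes, NRF2 targets, ribosomal proteins, squamous markers, markers of fibroblasts, leukocytes and endothelium, and characterised lncRNAs. Medians of classes per array were compared by an exact permutation test, whose smallest p is 0.1 for 3 arrays against 3.

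The genes named in the text are those the paper names, the 4 members of each list with the smallest p in each direction, and the 10 highest and 10 lowest mRNA and lncRNA clusters past the adjusted threshold with no overlap between the groups. These rules, the tests and the lists were set before the data were examined. As no cluster passed with all 6 arrays, the same rules were also applied to replicates 1 and 2, which was decided after the values were seen because of the levels of ER stress genes in the arrays labelled control 3 and TM 3. The labels were kept, and no array was moved between the groups in these tests.

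The limma and camera steps were tested on simulated data for 67528 clusters, with the spread of replicates 1 and 2, in which 200 clusters were changed. The clusters were simulated as independent, with no shift shared within an array, so the rates may not hold for the real arrays. With 3 arrays against 3, 91% of the clusters changed by 0.5 on the log2 scale and 100% of those changed by 1 were recovered. With 2 against 2 these were 64% and 97%. With 3 against 3 and 1 array of each group exchanged they were 0% and 0%, and the log2 fold change of the clusters changed by 1 had a median of 0.333 times its true size. The figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The precision is limited by the number of arrays. The alternatives tried were quantile normalization, centring on the array median, the upper part of clusters by mean level, eBayes with trend and robust options, the replicate number as a block, an unmoderated test, leaving out each array, a fold change of 1.5, the adjusted p with a fold change of 1.2, an estimated inter-gene correlation, the mean of all clusters of a gene and, after the values were seen, leaving out both replicate 3 arrays.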

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

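The tests of the replicate 3 arrays, of the lncRNA clusters and of other splits of the arrays were chosen after the values were seen.

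Clusters with no gene name had a median that was higher in each TM array than in each control array, by 0.0673 on the log2 scale. Their median log2 fold change of 0.0396 was 0.00454 with quantile normalization and −0.0316 with centring. The paper does not set such clusters apart. Its 2622 changed lncRNAs, more than the 2112 lncRNA clusters with a symbol here, may include some of them.

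ER stress genes that rose between replicates 1 and 2, such as DDIT3 and HERPUD1, lay near the level of the other group in the arrays labelled control 3 and TM 3. Over the 825 clusters that passed between replicates 1 and 2, the median position of TM 3 was 0.169 on a scale from 0 (control 1 and 2) to 1 (TM 1 and 2), which an exchange of the replicate 3 arrays or of their labels would give, while that of control 3 was 0.787, short of the bound of 0.8 set for it, and the positions of control 3 and TM 3 were 1.03 and 0.0171 over the 248 mRNAs and 0.668 and 0.286 over the 499 clusters with no name. A mixture of treated and untreated RNA in control 3 would have a single share of treated RNA for the whole sample. The median linear share was 1.12 over the mRNAs higher in TM 1 and 2, which argues against a mixture as the only cause. It was 0.674 over the mRNAs lower there and 0.818 over all 825 clusters. These lower shares decide nothing, since picking clusters on replicates 1 and 2 lowers them under an exchange too. The bound of this test was narrowed after its values were seen, which left these lower shares undecided where they had met it. A stressed control culture beside a TM culture with no response may give the same values, as control 3 differed from TM 1 and 2 by a median of 0.0226 on the log2 scale over the higher clusters, and no value in these arrays excludes it. List means, which do not rest on this choice of clusters, go both ways. The homologous recombination list was at 8.00, 8.00 and 7.98 in control 1, 2 and 3 and at 7.86, 7.85 and 7.92 in TM 1, 2 and 3. Control 3 thus lay beside the other controls, against an exchange, while TM 3 lay between the groups. The lists of DNA replication and ribosomal proteins were also lower in each TM array than in each control array. The ER chaperone list, at 10.10 in control 3 and 10.07 and 10.02 in TM 1 and 2, goes with an exchange. So do the lists of ER-associated degradation, ATF4 and CHOP targets, synthetases, and sensors and transcription factors. ER stress genes prompted the idea of an exchange, so these lists are no independent evidence of it. The NF-kB list, at 7.97 in control 3 and 7.22 in TM 3, and the immediate early list also lay near the other group. The mitosis list was at 9.90 in control 3 and 9.94 in TM 3, between the other arrays. An exchange remains a candidate explanation that the records of the laboratory would have to settle.

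The lncRNA clusters were higher in the TM arrays, with a median log2 fold change of 0.07. The replicate 3 arrays are argued against as the source, since without both the median was 0.0636. Set against mRNA clusters of like level, lncRNAs differed by 0.00393 between TM and control, less than the spread between arrays (SD 0.0160). A shift shared by lncRNA and mRNA clusters of like level would give this. However, lncRNAs lay lower in TM 1 and 2 (−0.0174 and −0.0220) than in control 1 and 2 (−0.0114 and −0.000489). Replicate 3 went the other way, with −0.0357 in control 3 and 0.00362 in TM 3. The small difference thus rests on the labels of replicate 3 and does not decide on a shared shift. Pseudogenes and small noncoding clusters do not follow such a shift at each level. Scaling stays open, as quantile normalization left 0.0203, and so does an effect of TM itself, which was not tested apart from the labels.

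The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. At an adjusted p under 0.05 the labels as given called 0 clusters in limma, which 10 of the 10 splits reach by construction, so this comparison decides nothing, and the highest other split gave 1637. For mRNAs at the thresholds of the paper the labels gave 503, 2 of the 10 splits gave as many, and the highest other gave 947. For lncRNAs they gave 98, 1 split gave as many and the highest other gave 91, and for gene lists they gave 6, 10 splits gave as many and the highest other gave 14. The number of lists called therefore does not set the labels apart from other groupings. The split with 1637 clusters sets control 1, control 2 and TM 3 against control 3, TM 1 and TM 2. This is the grouping already seen in DDIT3 and HERPUD1, so its count is not independent of that observation. The labels as given had the largest share of clusters with no overlap between the groups, 28.0% against 21.4% in that split. Over the 10 splits this share averages 10% by construction, apart from ties. Clusters of an array can shift together, so 10% is no level of chance for a single split.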

How the results depend on the processing

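The calls on replicates 1 and 2, their alternatives and leaving out both replicate 3 arrays were chosen after the values were seen. With all 6 arrays, 0 clusters passed in limma under each alternative except the unmoderated test, which gave 1, and the fit without both replicate 3 arrays, which gave 825. The 503 mRNAs became 323 with quantile normalization, 1 at a fold change of 1.5, 0 at the adjusted p with a fold change of 1.2, 229 to 1230 when 1 array was left out (229 without TM 2, 1230 without TM 3) and 1877 without both replicate 3 arrays. The 98 lncRNAs became 51 with quantile normalization, 58 with centring, 44 in the upper part by mean, 0 at a fold change of 1.5, 0 at the adjusted p, 66 to 174 when 1 array was left out (174 without TM 3) and 210 without both replicate 3 arrays. The 0.77 of HERPUD1 kept its direction in 13 of 13 alternatives, with 0.26 to 1.72 when 1 array was left out and 2.65 without both replicate 3 arrays, and the leave-outs gave 0.26 to 1.91 for DDIT3 and 0.05 to 0.67 for HSPA5. The kept direction says little, since replicates 1 and 2 outweigh the reversed replicate 3 arrays whichever array is left out. The 6 lists called became 0 with an estimated correlation and 12 without both replicate 3 arrays, where the list of ER translocation and COPII transport reversed to 0.0327. The median lncRNA log2 fold change of 0.0711 became 0.0203 with quantile normalization and −8.33e-06 with centring. For the 825 clusters of replicates 1 and 2, the count was 560 with quantile normalization, 1872 with centring, 5577 in the upper part by mean, 4571 with trend and robust options, 28 with the replicate number as a block and 0 to 129 when 1 array was left out (129 without control 1, 30 without control 2, 0 without TM 1 and 0 without TM 2), where the lone array is assumed to vary like the others. Their 12 lists became 0 with an estimated correlation. The lowest camera adjusted p at that setting was 0.377 over all 6 arrays and 0.329 in replicates 1 and 2. Whether a real shift could pass there with so few arrays was not tested, so a list whose call ended there is not shown to be unchanged. The deviations of arrays with the same replicate number from their group means had correlations of −0.18, −0.31 and −0.53 across clusters, which are not independent replicates. The levels of control 3 and TM 3 enter these means, so whether the numbers pair the arrays stays open. With the number as a block and all 6 arrays, 458 mRNAs and 85 lncRNAs differed at the thresholds of the paper. The causes of these changes were not tested, apart from fewer arrays or stricter thresholds. HITTERS gave no value under any setting, and the logarithm of the value plus a constant was not run because the table is already on the log2 scale. How far signal lay above background could not be judged from the summarised values.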

Differences from the paper's values

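The thresholds are those of the paper, an unadjusted p under 0.05 and a fold change of at least 1.2, while the test is limma and the class of a cluster rests on its gene symbol. The paper's count of mRNAs is 1070, and 503 were found here. A count is taken to differ where one value is more than 1.5 times the other. Of 14 alternatives set before the data were examined, the one without TM 3, with 1230, lay within 1.5 times of the paper's count, and the other 13 did not. The paper's 695 higher mRNAs compare with 413, and the alternatives without control 2 (519), without TM 1 (483) and without TM 3 (770) lay within that factor. The paper's 375 lower mRNAs compare with 90, and those without control 3 (254) and without TM 3 (460) lay within it. The split that sets control 1, control 2 and TM 3 against control 3, TM 1 and TM 2 gave 619 higher and 328 lower mRNAs, nearer to the paper's counts, but it moves 2 arrays against their labels and was chosen after seeing the values. How many of the paper's own called mRNAs it drops was not tested.

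The paper's count of lncRNAs is 2622, and 98 were found here. The paper's 263 higher lncRNAs compare with 94, and its 2359 lower ones with 4. The paper's share of higher lncRNAs is about 10%, and here it was 95.9%. None of these alternatives, which lay between 0 and 174 for the count and between 48.3% and 97.8% for the share, lay within 1.5 times of the paper's values, nor did the count of 210 without both replicate 3 arrays, a setting chosen after seeing the values. The class used here is narrower than the paper's, since it holds 2112 clusters with a gene symbol and 42204 clusters have none. The paper's 2622 changed lncRNAs and its 2359 lower ones each exceed this whole class. The difference in these counts was therefore all but fixed in advance and is no test of the paper's counts. The share of higher ones is not bound in this way, but it too rests on another set of transcripts. The split named above gave 41 higher and 50 lower lncRNAs, and 804 higher and 2801 lower clusters with no name.

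The paper ranks HERPUD1 second among higher mRNAs by significance. By p it was at rank 8047 here over all 6 arrays and second in replicates 1 and 2, a choice of arrays made after seeing the values. By fold change, another measure, it was second in both. The paper states that changed lncRNAs were mostly lower. Among the clusters with a lncRNA symbol, a narrower set, 94 of 98 were higher here over all 6 arrays, 36 of 51 with quantile normalization and 28 of 58 with centring.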

Other observations

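The choice of replicates 1 and 2 was made after the values were seen. Part of the measured genes of inflammation and of the immediate early response rose in replicates 1 and 2. Of 19 measured NF-kB and inflammatory genes 10 rose and 0 fell (18 rose when adjusted over the list alone), with the chemokine CXCL8 at a log2 fold change of 1.52, the prostaglandin synthase PTGS2 at 1.39 and the cytokine IL1A at 1.37, at a camera adjusted p of 4.22e-12 and an adjusted p = 0.329 with an estimated correlation. Over all 6 arrays the list had an adjusted p of 0.431 from camera. Of 19 immediate early genes 4 rose and 0 fell (10 rose when adjusted over the list alone), with EGR1 at 0.79 and KLF4 at 0.66, at an adjusted p of 4.26e-05 from camera and adjusted p = 0.545 with an estimated correlation. Among the lowest mRNA clusters were HSPA1A, HSPA2 and DNAJA1, which encode heat shock proteins and fell by 1.36, 0.95 and 0.70. Heat shock genes were not tested as a group. HSPA1A has 4 clusters, all on alternative haplotypes, and its value is from the one with the highest mean. The others fell by 1.35 to 1.37. Over all 6 arrays the log2 fold change of HSPA1A was −0.48 (adjusted p = 0.580 from limma).

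The mRNAs of homologous recombination, the DNA repair pathway that the paper studies at the protein level, had a lower list mean in each array labelled TM than in each control array. Of 28 measured genes 0 passed in limma over all 6 arrays (0 when adjusted over the list alone), and 11 were lower and 0 higher at an unadjusted p under 0.05. The median log2 fold change was −0.12, with a camera adjusted p of 1.82e-07 and an adjusted p = 0.377 with an estimated correlation. At the preset correlation, 10 of the 10 splits of the arrays into 3 and 3 called as many lists as the labels or more. A camera call over all 6 arrays is therefore no evidence of an effect of TM by itself, here or for the lists below. Among them ATR was at −0.27, ATM at −0.25, MRE11 at −0.21 and RAD50 at −0.18, and the last of these had a limma adjusted p of 0.151. The 7 measured genes among the proteins the paper names, all of which the longer list holds too, had a median of −0.18, with an adjusted p of 0.000413 from camera and adjusted p = 0.377 with an estimated correlation. In replicates 1 and 2 the medians of the 2 lists were −0.18 and −0.18.

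Lists of the cell cycle and of ribosomal proteins were also lower by camera over all 6 arrays, each with 0 members past limma over all clusters and 0 over the list alone. The mean of the mitosis list did not separate the groups, with TM 3 at 9.94 above control 3 at 9.90. The mitosis list of 21 genes had a median of −0.11, at an adjusted p of 5.54e-05 and adjusted p = 0.785 with an estimated correlation, and the list of 25 genes of DNA replication had one of −0.06, at 0.000131, against a median of −0.04 for clusters of like level for both lists, and adjusted p = 0.554 with an estimated correlation. In replicates 1 and 2 the CDK1 gene of the former fell by 0.53, while the replication licensing gene CDC6 of the latter rose by 0.64. The 25 measured ribosomal protein genes had a median of −0.05, against −0.04 for clusters of like level, at 0.00657 and adjusted p = 0.615 with an estimated correlation. Neither the DNA replication list nor the ribosomal protein list passed with quantile normalization. The 36 genes of ER translocation and COPII transport had a median of −0.02, against −0.04 for clusters of like level, so that the list was not lower than these, at a camera adjusted p of 0.0152 and adjusted p = 0.822 with an estimated correlation, and this call also ended with quantile normalization (adjusted p = 0.560), centring (0.0860) and the upper part of clusters by mean (0.0903), without control 3 and without TM 3.

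The other lists reported did not pass camera in either set of arrays. Their adjusted p over all 6 arrays was 0.0560 for N-glycosylation, 0.621 for substrates of IRE1-dependent decay, 0.242 for apoptosis regulators, 0.428 for end joining, 0.873 for receptor kinases, 0.591 for cholesterol synthesis, 0.651 for NRF2 targets, 0.591 for squamous markers and 0.404 for markers of fibroblasts, leukocytes and endothelium. Of single members in replicates 1 and 2, GFPT1 of the hexosamine pathway rose by 0.75 and the apoptosis gene APAF1 fell by 0.56.

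Over all 6 arrays, 28.0% of clusters and 38.5% of mRNA clusters had no overlap between the groups. The share of all clusters was the highest of the 10 splits of the arrays, and the others gave 4.50% to 21.4%. Over the 10 splits it averages 10% by construction, apart from ties, so some split has to lie above 10% where clusters shift together. In 20.5% of clusters each TM array lay above each control array and in 7.49% below, which became 13.1% and 10.0% with quantile normalization and 8.26% and 18.4% with centring, settings added for this measure after the values were seen.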
